# Differential regulation of meristem size, morphology and organization by the ERECTA, CLAVATA and class III HD-ZIP pathways

**DOI:** 10.1242/dev.129973

**Published:** 2016-05-01

**Authors:** Tali Mandel, Héctor Candela, Udi Landau, Lior Asis, Einat Zelinger, Cristel C. Carles, Leor Eshed Williams

**Keywords:** MIR166, Organizing center, Phyllotaxis, Stem cells, WUSCHEL

## Abstract

The shoot apical meristem (SAM) of angiosperm plants is a small, highly organized structure that gives rise to all above-ground organs. The SAM is divided into three functional domains: the central zone (CZ) at the SAM tip harbors the self-renewing pluripotent stem cells and the organizing center, providing daughter cells that are continuously displaced into the interior rib zone (RZ) or the surrounding peripheral zone (PZ), from which organ primordia are initiated. Despite the constant flow of cells from the CZ into the RZ or PZ, and cell recruitment for primordium formation, a stable balance is maintained between the distinct cell populations in the SAM. Here we combined an in-depth phenotypic analysis with a comparative RNA-Seq approach to characterize meristems from selected combinations of *clavata3* (*clv3*), *jabba-1D* (*jba-1D*) and *erecta* (*er*) mutants of *Arabidopsis thaliana*. We demonstrate that CLV3 restricts meristem expansion along the apical-basal axis, whereas class III HD-ZIP and ER pathways restrict meristem expansion laterally, but in distinct and possibly perpendicular orientations. Our *k*-means analysis reveals that *clv3*, *jba-1D/+* and *er* lead to meristem enlargement by affecting different aspects of meristem function; for example, *clv3* displays an increase in the stem cell population, whereas *jba-1D/+ er* exhibits an increase in mitotic activity and in the meristematic cell population. Our analyses demonstrate that a combined genetic and mRNA-Seq comparative approach provides a precise and sensitive method to identify cell type-specific transcriptomes in a small structure, such as the SAM.

## Abstract (precis)

**Summary:** Three pathways converge to regulate the balance between meristem size, morphology and organization in the *Arabidopsis* shoot apical meristem.

## INTRODUCTION

In plants, all above-ground organs develop post-embryonically from a small group of pluripotent stem cells that reside at the shoot tips in a highly organized structure called the shoot apical meristem (SAM). The SAM can be divided into three functional zones. The central zone (CZ) harbors the self-renewing stem cells that are characterized by low mitotic activity, and their descendants are continuously displaced downward into the interior rib zone (RZ) to further contribute to vascular tissue and stem structures, or toward the surrounding peripheral zone (PZ) (Schoof et al., 2000; Steeves and Sussex, 1989). Cells at the PZ divide at a faster rate and provide the founder cells for leaf or flower primordia that initiate at the flank of the SAM in a precise positioning termed phyllotaxis (Traas, 2013). To ensure proper stable development despite the constant flow of cells from the CZ into the RZ and PZ and their subsequent differentiation and recruitment for primordium initiation, the relative ratio of cells in each functional domain must be maintained. Consequently, the homeostasis between cell proliferation and differentiation is balanced by a complex genetic network that involves hormones, receptor kinase pathways, transcription factors (TFs), small RNAs and chromatin regulators (Sablowski, 2009; Sun and Ito, 2015; Williams and Fletcher, 2005).

At the core of this network is the *WUSCHEL* (*WUS*) gene, which is expressed in the organizing center (OC) at the lower part of the CZ, just below the stem cell reservoir, and encodes a TF that specifies stem cell fate in the overlying cells (Gross-Hardt and Laux, 2003; Laux et al., 1996; Mayer et al., 1998). *WUS* expression is partly restricted by a spatial negative-feedback loop, in which WUS activates the transcription of the *CLAVATA3* (*CLV3*) ligand-encoding gene in the stem cells, and CLV3 in turn restricts *WUS* expression to the OC (Brand et al., 2000; Schoof et al., 2000). Cells that cross the boundary defined by CLV function establish the founder cells for primordia initiation (Schoof et al., 2000). Accordingly, the CZ in *clv3* mutants is dramatically increased in size, leading to enlarged meristems that produce an excess of organ primordia along their periphery (Clark et al., 1995; Fletcher et al., 1999; Szczesny et al., 2009).

Members of the class III homeodomain-leucine zipper (HD-ZIP III) TFs also affect SAM homeostasis (Green et al., 2005; Prigge et al., 2005). In *jabba-1D* (*jba-1D*) plants, overexpression of *MIR166g* causes a decrease in the transcript levels of three HD-ZIP III genes: *PHABULOSA* (*PHB*), *PHAVOLUTA* (*PHV*) and *CORONA* (*CNA*), which leads to expansion of the *WUS* expression domain, resulting in an enlarged SAM (Williams et al., 2005). We previously showed that reduction in ERECTA (ER) kinase receptor-like function enhances the *jba-1D* meristem phenotype, so that the double mutant exhibits extremely enlarged meristems with altered phyllotaxis (Mandel et al., 2014). We hypothesized that the increased surface of *jba-1D/+ er-20* meristems provides adequate distance to allow several auxin maxima, and therefore several organ primordia, to develop simultaneously (Mandel et al., 2014).

Here we combined an in-depth phenotypic analysis with a comparative RNA-Seq approach to characterize and compare meristems from selected single, double and triple mutant combinations of *clv3*, *jba-1D/+* and *er*, which display a gradient of vegetative SAM enlargement. We demonstrate that meristem size determines phyllotaxis pattern. We show that *clv3*, *jba-1D/+* and *er* lead to meristem enlargement by affecting different aspects of meristem function and that the three pathways restrict meristem expansion in distinct directions. Moreover, our bioinformatics analyses demonstrate that the strategy of using different genetic backgrounds and an mRNA-Seq comparative approach facilitates the very sensitive identification of cell-specific gene expression in a small and embedded structure such as the shoot apex.

## RESULTS

### Meristem size regulates phyllotaxis

We previously reported that the CLV, HD-ZIP III and ER pathways regulate the WUS-dependent inflorescence and floral meristem activities in parallel (Landau et al., 2015; Mandel et al., 2014). Interactions between CLV and ER in regulating shoot and floral meristem, and between CLV and HD-ZIP III in regulating WUS-independent meristem activity, were also reported by others (Durbak and Tax, 2011; Lee and Clark, 2015). To test how these pathways interact to control the vegetative SAM activities, we analyzed seedlings of wild-type Col-0, *clv3-2* and *jba-1D/+* single mutants, a *jba-1D/+ er-20* double mutant, and a *clv3-2 jba-1D/+ er-20* triple mutant. Seedlings of these genotypes grown for 16 days under long-day conditions exhibited a gradual alteration in their phyllotactic pattern. In all genotypes, the first pair of true leaves emerges opposite to each other. However, the expected transition to a spiral phyllotaxis pattern seen in Col-0 (Fig. 1A) is altered in the *clv3-2* mutant to a decussate pattern, in which the two primordia that initiate opposite each other at the same level are perpendicular to the successive pair of primordia (Bartlett and Thompson, 2014) (Fig. 1B). The *jba-1D/+* mutant shows less obvious decussate phyllotaxis (Fig. 1C), although this is difficult to determine due to the curled-leaf phenotype. However, 59 out of 100 of the *jba-1D/+ er-20* seedlings and 64 out of 100 of the *clv3-2 jba-1D/+ er-20* triple mutant exhibit whorled phyllotaxis, in which four leaves are of similar size, suggesting that they developed simultaneously at the same level (Fig. 1D,E). Growing the plants for 45 days under short-day conditions, we observed enhancement of the altered phyllotaxis phenotypes (Fig. 1G-J). Whereas Col-0 plants still exhibited a perfect spiral pattern, the number of leaves emerging simultaneously increased in all mutant genotypes, most dramatically in the triple mutant. The CLV3, HD-ZIP III and ER pathways have all been shown to regulate meristem size (Chen et al., 2013; Clark et al., 1995; Fletcher et al., 1999; Prigge et al., 2005; Uchida et al., 2013), and hence the distinct alteration in phyllotaxis between genotypes and between time points might result from a gradual increase in meristem size that can provide sufficient space to allow the concurrent initiation of multiple leaf primordia.

**Fig. 1.**
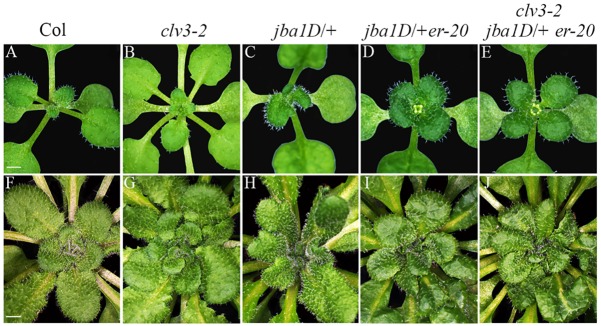
**Genotypes exhibiting increasing meristem size show altered phyllotactic patterns.** Sixteen-day-old *A. thaliana* seedlings grown under long days (A-E) and 45-day-old plants grown under short days (F-J) of Col-0 (A,F), *clv3-2* (B,G), *jba-1D*/+ (C,H), *jba-1D*/+ *er-20* (D,I), *clv3-2 jba-1D*/+ *er-20* (E,J). Col-0 exhibits a typical spiral phyllotactic pattern, whereas *clv3-2 jba-1D*/+ *er-20* exhibits a whorled phyllotactic pattern. Scale bars: 1 mm in A-E; 2 mm in F-J.

To examine further the effect of meristem size on phyllotaxis, we performed scanning electron microscopy (SEM) analyses of 8- and 15-day-old seedlings of the different genotypes (Fig. 2). The images shown are of typical meristems chosen from among five meristems analyzed per genotype and time point. The SEM images clearly demonstrate the gradient in meristem size from single through double to triple mutants, indicating that the CLV3, HD-ZIP III and ER pathways act in parallel to regulate vegetative meristem size. In addition, the SEM images confirm the initiation of primordia at the same level and therefore confirm the designated phyllotaxis. The increase in meristem size correlates with the alterations in phyllotaxis, which are enhanced after 15 days in all genotypes except for *jba-1D/+*. For example, in *clv3-2*, two leaf primordia emerge in a decussate phyllotaxis in 8-day-old seedlings (Fig. 2B,G), but at 15 days the meristem produces three and sometimes four primordia simultaneously (Fig. 2L).

**Fig. 2.**
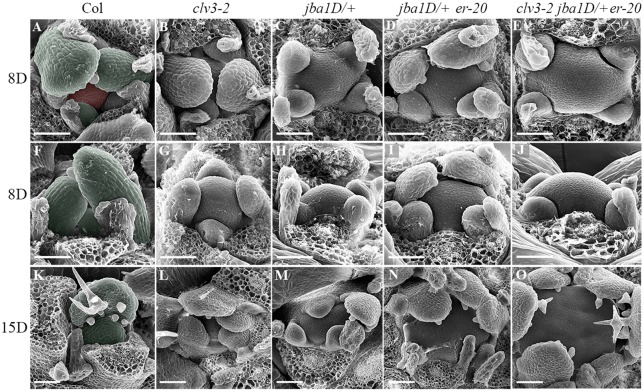
**Mutants with increased meristem size exhibit altered phyllotactic patterns.** SEM images of 8-day-old seedlings showing top (A-E) and side (F-J) view and of 15-day-old seedlings (K-O) of five genotypes with increased meristem size. Typical meristems are shown from among five analyzed per genotype. The meristem sizes of the *jba-1D*/+ single mutant, *jba-1D*/+ *er-20* double mutant and *clv3-2 jba-1D*/+ *er-20* triple mutant gradually increase as the plant grows, with 15-day-old seedlings having much larger meristems than wild type. (A,F,K) Meristem and leaf primordia are false-colored red and green, respectively. Scale bars: 50 μm.

### Distinct effects of CLV3, HD-ZIP III and ER on meristem shape and size

Longitudinal sections of 8-day-old seedlings further demonstrate the gradual increase in meristem size between the different genotypes, which correlates with the changes in phyllotaxis, such that the triple mutant exhibits the largest meristem (Fig. 3A-E). A striking finding was the distinct nature of the meristem enlargement. Whereas the *clv3-2* meristem expands preferentially in the apical-basal direction (i.e. it is more convex) (Fig. 3B), the *jba-1D/+* and *jba-1D/+ er-20* meristems expanded along the central-to-peripheral axis (radially or laterally) (Fig. 3C,D), and the triple-mutant meristem expanded in both the apical-basal direction and laterally. This suggests that the CLV3 pathway affects meristem shape and organization in a fundamentally different manner than the HD-ZIP III and ER pathways.

**Fig. 3.**
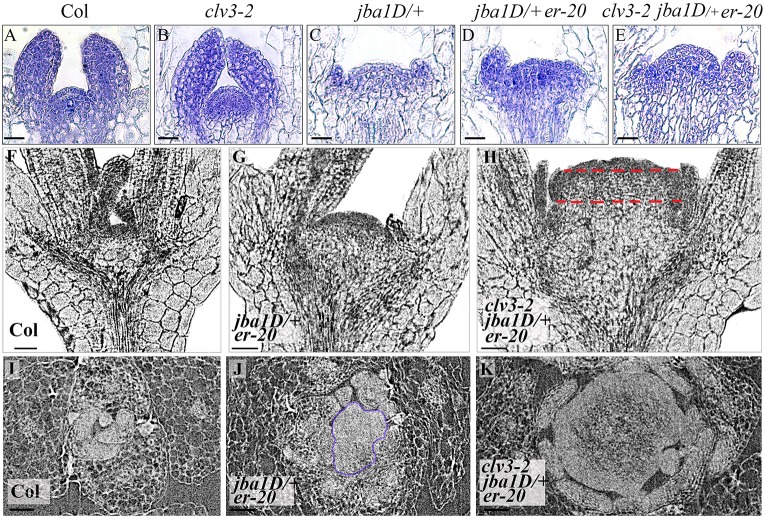
**Mutants with disturbed meristem homeostasis display a gradual increase in meristem size.** (A-E) Longitudinal sections of 8-day-old seedlings and (F-K) X-ray micro-CT sections of 15-day-old seedlings showing (F-H) longitudinal and (I-K) transverse sections. There is a correlation between increased meristem size and the number of leaf primordia. The dashed red lines highlight the shift to a rectangular meristem morphology in the triple mutant. Reconstructed serial sections for 15-day-old seedlings are presented as Movies 1-8. Scale bars: 50 μm.

To assess the possibility of a temporal increase in meristem size, we used X-ray micro-computed tomography (micro-CT) of 15-day-old seedling meristem from Col-0, *jba-1D/+ er-20* and *clv3-2 jba-1D/+ er-20* mutants (Fig. 3F-K). This technique enabled us to examine both longitudinal (Fig. 3F-H) and transverse (Fig. 3I-K) sections from individual intact meristems, and to generate three-dimensional (3D) reconstructed images (Fig. S1) and movies. In Col-0, the meristem sizes of 8- and 15-day-old seedlings appear to be similar (Fig. 3A,F), indicating that meristem homeostasis is maintained during the additional 7 days of growth. This concurs with the temporally unaffected spiral phyllotaxis in Col-0 (Fig. 1F, Fig. 3I). However, a minor increase in size of the *jba-1D/+ er-20* double-mutant meristem and a dramatic enlargement of the triple-mutant meristem (Fig. 3B,D,G,H) indicate that once the homeostasis is impaired, the imbalance enhances over time. The 15-day-old *clv3-2 jba-1D/+ er-20* seedling exhibits a much wider and taller meristem than *jba-1D/+ er*-*20* and Col-0. Moreover, a 3D view of Col-0 and the triple mutant (Movies 1 and 2) strongly emphasizes the dramatic increase in the triple-mutant meristem in all three dimensions (*x*, *y* and *z* axes), and shows that the meristem acquires a cylindrical shape. Movies of reconstructed serial longitudinal sections (RCSs) (Movies 3-5) reveal that the typical dome-shaped meristem morphology observed in Col-0 and the *jba-1D/+ er-20* mutant shifts toward a rectangular-like shape in the triple mutant, in which the basal and top meristem widths are similar (Fig. 3H, red dashed lines). However, transverse sections and RCS movies (Fig. 3I-K, Movies 6-8), which provide a top view, reveal that the 15-day-old *clv3-2 jba-1D/+ er-20* meristem is circular, indicating that at 15 days the triple-mutant SAM expands radially, equally in all central-to-peripheral axes, forming an isodiametric rather than elongated meristem (fasciated). These sections also highlight the massive increase in meristem size that occurs when all three pathways are reduced.

To quantify the changes in meristem width and height, we measured sections of ten meristems from each genotype at 9 and 15 days (Fig. 4, Figs S2 and S3). Genotypes with a *clv3-2* background exhibit significantly taller meristems than other genotypes in both 9- and 15-day-old seedlings (Fig. 4B,D). A gradual increase in meristem width was observed, in which the triple mutant exhibits the widest meristem (Fig. 4E,C). The *jba-1D/+* and *jba-1D/+ er-20* meristems expand laterally (Fig. 3C,D), yet in the SEM images (*n*=5) the *jba-1D/+* meristem is elongated whereas the *jba-1D/+ er-20* meristems appear to be more circular (Fig. 2C,D). Longitudinal sections provide two-dimensional (2D) information. Therefore, to be more precise we sectioned these genotypes in two orientations: parallel (Pl) or perpendicular (Pr) to the cotyledons as described in Fig. 4A. As expected, the widths of *jba-1D/+* and *jba-1D/+ er-20* meristems differ depending on the orientation of sectioning. However, whereas *jba-1D/+* shows a difference between average meristem widths with 70 µm for Pr and 103 µm for Pl at 15 days, the difference in *jba-1D/+ er-20* is minor with 109 µm for Pr and 122 µm for Pl (Fig. 4E, Fig. S3, Table S1). This provides evidence for the elongated meristem in *jba-1D/+*, in which the meristem is narrow in one direction and wide in the other, and suggests that the *jba-1D/+ er-20* meristem is more circular. Adding *er-20* to *jba-1D/+* leads to meristem enlargement, but most striking is the result obtained when analyzing the widths of the meristems separately for each orientation: the increase in width in the Pr orientation is much greater (70 µm for *jba-1D/+* to 109 µm for *jba-1D/+ er-20*) than in the Pl orientation (103 µm to 122 µm) (Fig. 4E, Table S1). Altogether, this suggests that in *jba-1D/+* the meristem expands laterally in one direction and that the addition of *er-20* leads to expansion in the perpendicular direction. It also indicates that the direction of meristem expansion is associated with the position of the cotyledons, a phenomenon that will provide an exciting challenge for future investigation.

**Fig. 4.**
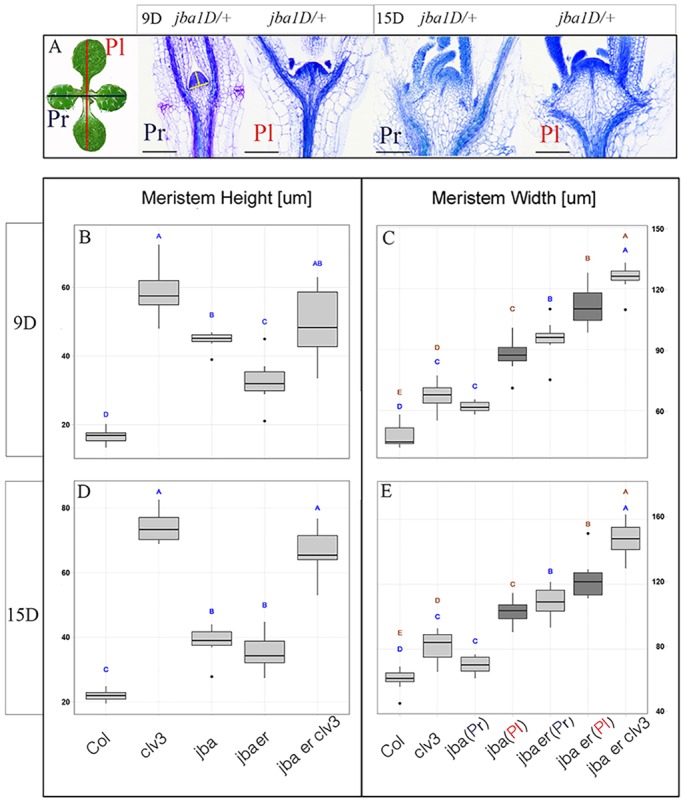
**Vegetative SAM width and height in wild-type and mutant seedlings.** Measurements of meristem width and height were made on median longitudinal section through 9- and 15-day-old seedlings. (A) For two genotypes, namely *jba-1D/+* and *jba-1D/+ er-20*, longitudinal sections were prepared in two orientations: parallel to the cotyledons (red line, Pl) or perpendicular to the cotyledons (blue line, Pr). An example for both orientations in 8- and 15-day-old seedlings is shown for *jba-1D/+* (meristem size appears to be indistinguishable between the two orientations in other genotypes). Meristem width and height were measured in ImageJ as shown by the yellow lines. Scale bars: 100 µm. (B-E) Box plot representations of data derived by image analysis of meristem height (B,D) and width (C,E) of 9- and 15-day-old seedlings. Black center lines show the median; box limits indicate the 25th and 75th percentiles; whiskers extend to 5th and 95th percentiles, outliers are marked by dots; for all measurements *n*=10 (the data are given in Table S1). Representative meristem sections for the two time points for all genotypes are shown in Figs S2 and S3. Significant differences (*P*<0.05, non-parametric multi-comparison Steel-Dwass test) are indicated by different lowercase letters above the box. In C and E the analysis was performed separately for parallel (blue letters) and for perpendicular (brown letters) sections.

SEM analysis of inflorescence meristems (IMs) at 24 days after bolting further highlights the fundamental differences in the regulation of meristem morphology by each of the pathways (Fig. 5). Images are shown for typical meristems chosen from among five meristems analyzed per genotype. In the IM, the perfect spiral phyllotaxis of Col-0 (Fig. 5A,B) is altered in *clv3-2*, in which five to six primordia initiate at the same level (Fig. 5D). The *clv3-2* IMs also exhibit a dramatic increase in height (Fig. 5C, Fig. S4B,C); however, width and length measurements of top view SEM images of IMs (*n*=8) sampled 14 days after bolting (in the case of circular meristem it is the diameter), reveal a minor increase in *clv3-2* diameter compared with Col-0 meristems (Fig. 5A, Fig. S5). This phenotype demonstrates that in *clv3-2* the IM also expands preferentially in the apical-basal direction. Although the *clv3-2* IM is much taller, flower primordia are formed only at the flank of the meristem base, with no organ initiating on the upper part of the dome. In line with previous reports proposing that loss-of-function mutations in *CLV3* result in a dramatic increase in the stem cell population (Fletcher et al., 1999; Laufs et al., 1998; Schoof et al., 2000), we suggest that most of the upper dome section is the result of an increase in the stem cell population, which retains a pluripotent fate, and in CZ size, thus preventing cell differentiation and primordium initiation.

**Fig. 5.**
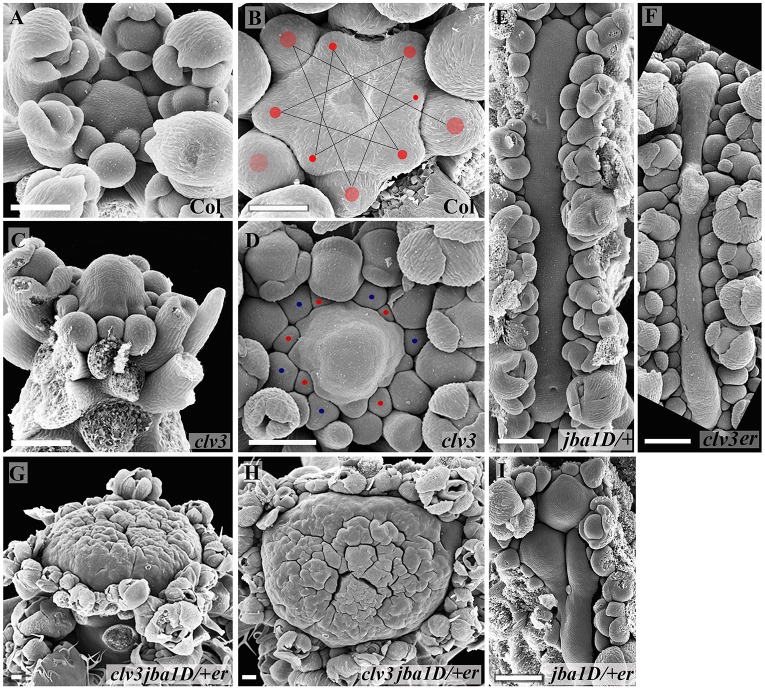
**Reductions in CLV3, HD-ZIP III and ER functions differentially affect meristem morphology.** SEM images of inflorescence meristems (IMs) 24 days after bolting reveal different sizes and shapes in the different genotypes. (A,B) Col-0 IM displaying a spiral phyllotactic pattern. (C,D) *clv3-2* IM (in Col-0 background) displaying a taller structure and altered phyllotaxis. (E) *jba-1D*/+ fasciated IM. (F) *clv3-2 er-20* IM exhibiting a long and narrow meristem. (G,H) *clv3-2 jba-1D*/+ *er-20* IM displaying enlargement in all directions. (I) Adding *er-20* to *jba-1D*/+ causes the meristem to become wider and to split. (A,C,G) Side view; (B,D-F,H,I) top view. The images are of typical meristems from among five meristems analyzed per genotype. Scale bars: 100 µm in A,C-I; 50 µm in B.

By contrast, the *jba-1D/+* vegetative meristem expands laterally (Fig. 2C,M) and the IM is extremely fasciated (Fig. 5E, Fig. S4). The *jba-1D/+* IM exhibits the largest ratio between length and width of the IM (17.38, Fig. S5C). This indicates that the HD-ZIP III genes do not affect meristem growth equally in all directions but rather restrict expansion to a specific lateral orientation. Adding *er* to *jba-1D/+* further increases SAM size but the meristem expands along the axis perpendicular to that of the elongated *jba-1D/+* meristem, shifting the vegetative meristem toward a more symmetrical dome (Fig. 2D,I,N) and the IM to a less elongated but wider form than that of *jba-1D/+*. Although, as was previously reported in some *jba-1D/+ er-20* plants (Mandel et al., 2014), and in the triple mutant the IMs split into small units (Fig. 5), the lateral organs form only at the periphery of the entire IM structure, and therefore we refer to it as one meristem. The wider IM phenotype supports the hypothesis of the existence of *x* and *y* axes in the presumably symmetrical dome-shaped meristem, and suggests that the HD-ZIP III and ER pathways restrict meristem enlargement laterally in distinct and possibly perpendicular orientations.

Within genotypes the IMs appear to be very similar and show little variability, except for *jba-1D/+ er-20*, where IMs vary in shape and size (Figs S4 and S5). Thus, we aimed to explore *ER* regulation outside of the *jba-1D/+* background. *ER* loss-of-function does not lead to obvious defects in meristem regulation, possibly owing to redundancy (Uchida et al., 2013). To further investigate the involvement of *ER* in the regulation of lateral expansion of the meristem, we analyzed the effect of *er* on the *clv3-2* IM (Fig. 5F, Fig. S4F). Amazingly, *er* transforms the tall, radially symmetrical dome-shaped meristem of *clv3-2* into an extremely narrow, elongated meristem with numerous flower primordia emerging simultaneously, indicating that *ER* restricts meristem lateral expansion.

Further support for the differential directions of expansion is provided by the shape of the triple-mutant meristem. The *jba-1D/+* and *clv3-2 er-20* IMs are both fasciated (Fig. 5E,F). Since the three pathways act in parallel, one would expect that in a cross between the two mutants *jba-1D/+* and *clv3-2 er-20* they would act additively or synergistically and the result will be an extremely elongated/fasciated IM meristem. However, the *clv3-2 jba-1D/+ er-20* triple-mutant IM exhibits an enormously enlarged meristem of remarkably isodiametric shape (Fig. 5H, Fig. S4). The ratio of 1.07 between maximal length and maximal width further demonstrates the circular shape of the IM. Simultaneous growth in two directions perpendicular to each other might lead to a radial shape. Therefore, the radial symmetry of the triple-mutant meristem reinforces the idea of the HD-ZIP III and ER pathways restricting meristem outgrowth in perpendicular lateral directions. Testing this hypothetical scenario constitutes a future challenge.

### Genome-wide analysis of gene expression in the vegetative meristem

SAM enlargement can be due to enlargement of the CZ, the PZ, or both, as a result of an increase in the number of cells that acquire stem cell identity or an increase in the mitotic activity at the PZ, a decrease in cell transition from CZ to PZ, or a decrease in the incorporation of cells into primordia (Pautler et al., 2015; Schoof et al., 2000). Our phenotypic analyses led us to hypothesize that *clv3*, *jba-1D/+* and *er* lead to meristem enlargement by affecting different aspects of meristem function. To test this, we performed mRNA-Seq analysis on pools of meristem-enriched tissues from 45 seedlings that included leaf primordia, similar to those shown in Fig. 2, collected from each of the genotypes as described in Fig. S6 at 8 and 15 days of growth.

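The mRNA-Seq data comprised 10 libraries, 1 for each of 5 genotypes at 8 and at 15 days of growth. Col-0 is the wild type, *clv3-2* is impaired in the stem cell signal CLV3, *jba-1D/+* overexpresses the microRNA precursor gene *MIR166g*, and *er-20* is impaired in the receptor-like kinase ERECTA. The *er-20* mutation was present in the *jba-1D/+ er-20* and *clv3-2 jba-1D/+ er-20* libraries, and none of the 10 libraries carried it alone. The number of meristems in a pool is given as 45 in the results, as 45 to 50 in the methods and as 40 to 45 in the sample labels. Libraries were made with the TruSeq-RNA kit and read from a single end at 51 nucleotides. Whether the reads kept their strand is not given in the sources used here. The authors trimmed the reads with Trimmomatic 0.32, aligned them to TAIR10 with TopHat2 2.0.12 and Bowtie2 2.1.0, quantified genes with Cuffdiff 2.2.1 and assigned genes to *k*-means clusters by centered correlation over all libraries. The deposited table lists 33851 genes. The headings of its 10 columns of values match no genotype or age, so these columns were not used, and no expression level, direction of change or depth of a library is given here. The data analysed are the cluster assignments. Genes of a cluster have similar patterns across the libraries, while genes of similar pattern can also lie in different clusters. A total of 30 gene lists was fixed before the data were examined, after the figures had been seen. For each list, the pairs of genes in the same cluster were counted and compared with 100000 random sets of as many clustered genes (one-sided permutation test, Benjamini-Hochberg adjustment over the 30 lists). Members of a list in a given cluster were tested against all clustered genes by a two-sided Fisher's exact test. Gene positions are those of TAIR10.1, to which 31334 of the 33851 genes were matched by locus. With 1 library per condition, these p-values compare genes and do not measure how the clusters would change in a second set of pools.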

The experiment was performed with one replicate owing to the laborious work involved in the collection of meristems. Validation of the results was achieved by examining the expression levels of previously reported genes and by reverse transcription quantitative real-time PCR (RT-qPCR). On average, 40 M reads were mapped to the genome (Table S2) and the expression levels of all annotated genes (TAIR10, https://www.arabidopsis.org/) in each sample, expressed as reads per kilobase of transcript per million sequenced reads (RPKM), was calculated (see GEO accession number GSE79839). To validate our transcriptomic analysis, we first examined the expression of the *MIR166g* (*AT5G63715*) precursor previously shown to be upregulated in *jba-1D*/+ and the expression of three of its HD-ZIP III targets, namely *PHB*, *PHV* and *CNA*, previously shown to be downregulated in *jba-1D/+* (Williams et al., 2005). 

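*MIR166g* (*AT5G63715*), the precursor gene overexpressed in *jba-1D*, was in cluster 847, a small cluster of 16 genes that held no other *MIR165* or *MIR166* gene and no HD-ZIP III or *ZPR* gene. Of the 9 *MIR165* and *MIR166* genes, 7 had a cluster, each a different one. *MIR166A* was in cluster 610, *MIR166B* in cluster 836 and *MIR165A* in cluster 6, while *MIR165B* and *MIR166D* had none. *KPL* (*AT5G63720*), the gene next to *MIR166g* on its 3' side, was also in cluster 847. It starts 1359 bases beyond *MIR166g*, lies on the same strand and does not overlap it. The other 12 genes within 20 kb of *MIR166g* were each in a cluster other than 847. In TAIR10.1, *MIR166g* spans positions 25504798 to 25504919 of the forward strand of chromosome 5. The mature miR166g, TCGGACCAGGCTTCATTCCCC, occupies positions 25504882 to 25504902 of this single-exon gene. A cluster assignment gives no level, so the amount of precursor in each library is not reported here.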

At both time points, *MIR166g* transcripts were undetectable in Col-0 and *clv3-2* meristems (RPKM of 0), but reached RPKM values between 106 and 236 in the meristems of all mutant combinations in the *jba-1D/+* background (Fig. 6A)*.* This pattern was specific to the *MIR166g* precursor and was not observed in any of the other eight *MIR165* or *MIR166* genes. 

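*PHB*, *PHV* and *CNA*, the HD-ZIP III transcription factor genes lowered in *jba-1D*, were all assigned to cluster 376. This cluster held 41 genes, all of them protein-coding, among them the auxin influx carrier gene *AUX1* and the epidermal homeodomain gene *PDF2*. The other HD-ZIP III genes lay elsewhere, *REV* in cluster 330 and *ATHB8* in cluster 943. The 5 HD-ZIP III genes thus formed 3 pairs within a cluster against 0.0226 expected (permutation test, p = 0.00015, adjusted p = 0.00075). In cluster 376 itself, 3 of the 5 were found against 0.00792 expected (Fisher's exact test, adjusted p = 0.000184 over all 30000 pairs of a list and a cluster). The paper shows *PHB*, *PHV* and *CNA* lowered together in these same libraries, so these tests are no independent evidence of the grouping. *ZPR1*, a LITTLE ZIPPER gene, was in cluster 788 and not with them. Sites matching miR166g were located in the TAIR10.1 transcripts. In *PHB* the site TTGGGATGAAGCCTGGTCCGG lies in coding sequence across the junction of exons 4 and 5 and differs from the perfect complement of miR166g at 4 of 21 positions. It spans positions 14642530 to 14642666 of the reverse strand of chromosome 2, intron included. *PHV* carries the same sequence at the same junction, from 10799330 to 10799445 of the reverse strand of chromosome 1. The site in *CNA*, CTGGAATGAAGCCTGGTCCGG, differs at 3 positions and spans 19412976 to 19413085 of the reverse strand of chromosome 1. *REV* and *ATHB8* also have such a site, with 4 differences each, so having a site did not separate the genes of cluster 376 from those outside it. The best match in *ZPR1* differed at 9 of 21 positions.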

The three HD-ZIP III members, as well as *LITTLE ZIPPER 1* (*ZPR1*), which requires HD-ZIP III function for expression (Wenkel et al., 2007), were all downregulated in mutants with a *jba-1D/+* background, as compared with Col-0 and *clv3-2* in both 8- and 15-day-old meristems. The mRNA-Seq data were also validated by RT-qPCR performed on these genes and others (see below), using RNA obtained in an independent experiment, all of which showed similar results to those of the mRNA-Seq (Fig. S7).

**Fig. 6.**
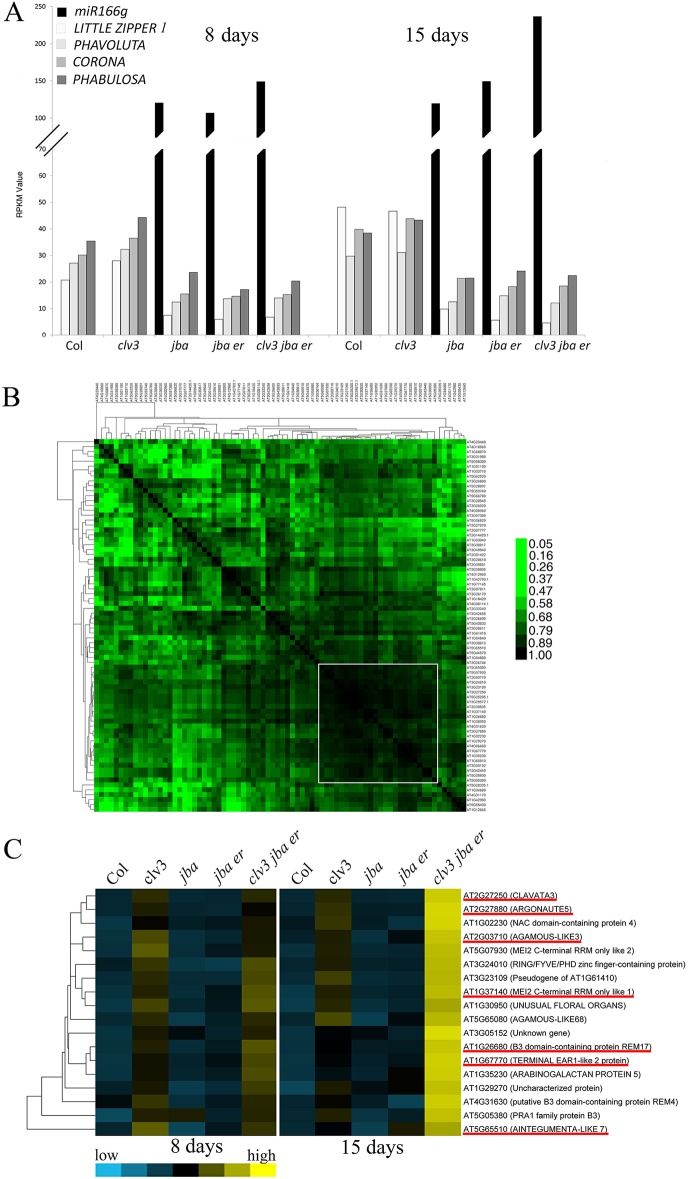
**Expression** **profiles of selected genes in the meristem of wild-type and mutants validate the mRNA-Seq analysis.** (A) RPKM values of *MIR166g*, its HD-ZIP III targets and *ZPR1*, showing a high level of *MIR166g* and a low level of its targets in genotypes with the *jba-1D/+* background, validating the mRNA-Seq analysis. (B) Correlation matrix for the expression of genes in cluster 687. The correlation coefficients for pairs of genes were subjected to two-way hierarchical clustering using Cluster Gene. The white square marks the subset that includes *CLV3*, which is discussed in the text. (C) Heat map of selected genes co-expressed with *CLV3* from cluster 687 (GEO accession GSE79839). Genes shown to be expressed exclusively in the CZ are underlined in red (Yadav et al., 2009). The heat map was produced by clustering the normalized values using the hierarchical clustering algorithm implemented in Gene Cluster (for details see the supplementary Materials and Methods).

Differential expression of *CLV3* further validated our analysis. The *CLV3* gene is a well-established marker for stem cells at the tip of the SAM (Aggarwal et al., 2010; Schoof et al., 2000), and *CLV3* is expressed in *clv3-2* meristems as the *clv3-2* allele is known to carry a breakpoint in the third exon that does not prevent its transcription (Fletcher et al., 1999; Hobe et al., 2003). We and others (Fletcher et al., 1999; Laufs et al., 1998; Schoof et al., 2000) have proposed that meristem enlargement in *clv3* mutants is the result of an increase in the stem cell population. Therefore, shifting the ratio between cell populations in the SAM towards more stem cells, we expected to see a high level of *CLV3* transcripts in mutants with the *clv3-2* background. Indeed, the RPKM values were 49 and 47 in *clv3-2*, and 47 and 124 in *clv3-2 jba-1D/+ er-20*, for 8- and 15-day-old meristems, respectively, whereas all other samples showed values in the range of 1.3 to 3.2 (GEO accession GSE79839). Furthermore, to correlate gene expression patterns with phenotypes and meristem functions, a *k-*means (*k*=1000) clustering algorithm was used to assign genes to expression clusters. 

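Of the 33851 genes listed, 25883 were assigned to a cluster and 7968 were not. Protein-coding genes made up 23573 of the assigned genes. Those without a cluster included 3118 protein-coding genes, 1778 pseudogenes and 446 transcribed pseudogenes, 623 tRNA genes and 82 microRNA genes. The 1000 clusters held from 1 to 393 genes with a median of 19, and 16 clusters held over 100 genes. *WUS*, which specifies the organizing center, was in cluster 736 (87 genes) with *AIL6* and the auxin biosynthesis gene *TAA1*. *STM* was in cluster 637 (66 genes), *CLV1* in cluster 210 (33 genes) and *ER* in cluster 634 (22 genes), the last together with the growth regulator gene *GRF5*. A random pair of assigned genes shared a cluster in 0.226% of cases. The paper's text does not name the genes left out of the clustering or the starting assignment of the *k*-means, so the effect of either on a cluster was not measured.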

Out of the 76 genes that were highly correlated in expression with that of *CLV3* and assigned to the same cluster (cluster 687; GEO accession GSE79839), seven were previously shown by *in situ* hybridization to be expressed exclusively in the CZ (Yadav et al., 2009). These seven genes validated our clustering analysis and suggest that our mRNA-Seq analysis identified many candidate stem cell-specific genes for future validation. 

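Cluster 687 held *CLV3* and 75 other genes. All 7 genes marked in Fig. 6C as expressed in the CZ were among its members. Besides *CLV3* these were *AGO5*, which encodes an ARGONAUTE protein, the MADS-box gene *SEP4*, the AINTEGUMENTA-LIKE transcription factor gene *AIL7*, the TERMINAL EAR1-like gene *TEL2*, *MCT1* and *AT1G26680*. *CLV3* lies on the reverse strand of chromosome 2 from 11664978 to 11665797 in TAIR10.1 and has 3 exons. The third, in which the *clv3-2* breakpoint is placed, covers 11664978 to 11665362. *CLV3* was the only member of the 17 genes of the CLV-WUS pathway in this cluster. None of the 30 gene lists passed the threshold in it (Fisher's exact test, lowest adjusted p = 0.488 over the 30 lists). No list was one of CZ genes, so these tests do not bear on the stem cell genes that the paper proposes. By annotation, 57 of the 76 genes were protein-coding, 11 were pseudogenes, transcribed or not, 2 were non-coding RNA genes and 6 had no TAIR10.1 match. Of the 70 genes with a position, 9 began between 9 and 11 Mb on chromosome 3, against 1.19 expected. Among them were *ICE1*, a regulator of cold response and stomatal development, and the cytochrome P450 gene *CYP71B19*. For this cluster alone such a concentration had p = 0.0002 in a one-sided permutation test of 10000 random gene sets. When every cluster and window was allowed for, p was 0.099. From the 7 CZ genes, the paper proposes that cluster 687 holds many candidate stem cell-specific genes.

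**Figure D1:**
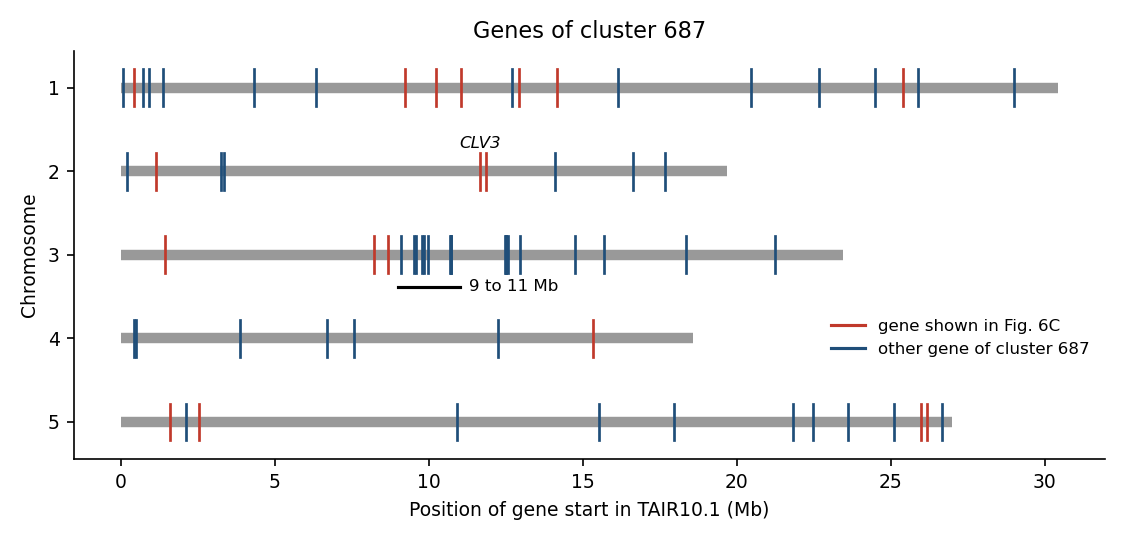
Start positions, in Mb of TAIR10.1, of the 70 genes of cluster 687 with a position, drawn as ticks on the 5 chromosomes (gray bars). Red ticks are the 18 genes shown in Fig. 6C, blue ticks the other genes of the cluster, and the black line marks 9 to 11 Mb of chromosome 3, where 9 genes start.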

To identify a more reliable core set of genes related to stem cell function, we further calculated the correlation coefficients for all possible gene pairs in cluster 687 and clustered the genes based on the Euclidean distance of their correlation coefficients using a hierarchical clustering algorithm. The result, represented as a heat map (Fig. 6B), allowed us to select a group of 23 genes that were most highly correlated with the *CLV3* pattern of expression. The relative expression of 18 out of these 23 genes (five were omitted owing to their low RPKM values) in the five genotypes at two time points is illustrated as a heat map (Fig. 6C). 

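All 18 genes shown in Fig. 6C were members of cluster 687, which left 58 genes of the cluster outside that panel. Among the CZ genes, *AGO5* is on the same chromosome as *CLV3*, on the forward strand of chromosome 2 from 11871378 to 11876989, and *SEP4* lies on the same strand from 1129229 to 1131838. *TEL2* is on chromosome 1 from 25407864 to 25410165 and *AIL7* on chromosome 5 from 26185593 to 26189571. Of the 18 genes, 2 started on chromosome 3 between 8 and 12 Mb, *AT3G23109* and *AT3G24010*, and 0 between 9 and 11 Mb. The correlation with *CLV3* on which the panel was chosen needs the values of single libraries and was not computed here.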

The high relative expression levels of these genes in *clv3* and *clv3-2 jba-1D/+ er-20* provides further evidence for a high proportion of stem cells in *clv3* meristems, indicating that *clv3* leads to meristem enlargement by increasing the number of cells specified as stem cells. Furthermore, whereas in *clv3* these 18 genes showed similar expression values in 8- and 15-day-old meristems, in the triple mutant the expression value was much higher in 15-day-old versus 8-day-old meristems (intense yellow in the heat map in Fig. 6C), consistent with the phenotypic enhancement (Fig. 1E,J, Fig. 2E,O, Fig. 3E,H). This strongly supports the idea of a gradual increase in the imbalance of homeostasis when the three pathways regulating meristem function are impaired.

### ER regulates mitotic activity in the PZ

The relatively low expression level of *CLV3* and its co-expressed genes in *jba-1D/+* and *jba-1D/+ er-20* (Fig. 6C, Fig. S7; GEO accession GSE79839) suggests that in both mutants the increase in meristem size is either proportional for all zones, such that the *CLV3* expression level is similar to that seen in Col-0, or results from an increase in the meristematic cell population outside of the CZ that does not express *CLV3*. Another possibility is an increase in the number of leaf primordia, leading to dilution of *CLV3* mRNA.

The cell division rate in the CZ is lower than at the meristem periphery (Cockcroft et al., 2000; Geier et al., 2008; Grandjean et al., 2004; Laufs et al., 1998). To gain insight into the proliferation rate in the meristem of the different genotypes, we analyzed the expression patterns of mitotic activity marker genes. Histones are the primary protein components of chromatin and their transcription is tightly coupled to DNA replication during S phase of the cell cycle (Takayama and Toda, 2010); as such, they serve as a marker for cell division activity (Geier et al., 2008; Meshi et al., 2000). The *k*-means analysis, presented as a heat map (Fig. 7A), reveals that out of the 42 histone genes that showed expression in this mRNA-Seq analysis, 11 genes corresponding to the four core histones were assigned to cluster 628 (Table S3; GEO accession GSE79839), which is also enriched with many genes involved in cell division. 

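Cluster 628 held 52 genes, of which 11 encode histones. They were the H2A genes *HTA6*, *HTA8* and *HTA13*, the H2B gene *HTB4*, the H3 genes *HTR1*, *HTR2*, *HTR8* and *HTR12*, and the H4 genes *H4-1*, *H4-6* and *H4-7*. The histone genes counted here are the 44 on the gene lists, which were written from general knowledge, and all had a cluster. By class, those in cluster 628 were 3 of 13 H2A genes, 1 of 10 H2B genes, 4 of 10 H3 genes, 3 of 8 H4 genes and 0 of 3 linker histone H1 genes. The genes were split into a list named replicative core histones and a list named replacement and linker histones. The first was not purged of H2A variant genes, so its name is only a label. Of its 31 genes, 8 were in cluster 628 (Fisher's exact test, adjusted p = 3.45e-14 over the 30 lists). Of the 13 genes on the second list, 3 were there (same exact test, adjusted p = 3.23e-05), including *HTR12*, the centromeric H3, and *HTA8*, an H2A.Z gene. The paper had singled out cluster 628 for its histones, so these p-values are no independent evidence. The other 33 histone genes were spread over 26 further clusters. Among these, *HTB7*, *HTB10* and *HTB11* shared cluster 503, and *HTA2*, *HTB9* and *H4-3* shared cluster 849. A total of 21 histone genes were each the only histone gene of their cluster. *H4-1* and *H4-7* are near-identical copies over more than the length of a read, so reads may have been split between them. When such copies were counted once, the adjusted p for the list named replicative core histones was 5.11e-12 in the same exact test.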

To categorize the functions of the 52 genes assigned to cluster 628, we searched for significantly enriched gene ontology (GO) terms using singular enrichment analysis, as implemented in agriGO (see the Materials and Methods). Some GO terms representative of those enriched in cluster 628 were ‘DNA-dependent DNA replication' (GO:0006261; *P*=1.37×10^–7^), ‘cell cycle process' (GO:0022402; *P*=6.87×10^–8^), ‘chromosome organization' (GO:0051276; *P*=8.28×10^–14^) and ‘cell proliferation' (GO:0008283; *P*=2.08×10^–7^). This suggests that the *k-*means analysis precisely identified a set of genes that are co-expressed specifically in a group of cells exhibiting high mitotic activity.

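Beside the histones, cluster 628 held 41 genes, several of which act in DNA replication and repair. *POLA1* encodes the catalytic subunit of DNA polymerase alpha, *POLD2* a subunit of DNA polymerase delta and *MET1* the maintenance DNA methyltransferase. They were the 3 of 39 genes of the DNA replication list in the cluster, where 0.0784 was expected (Fisher's exact test, adjusted p = 0.000664 over the 30 lists and 0.0949 over all 30000 pairs of a list and a cluster, where it does not pass). Of the 9 G1/S regulators the cluster held *RBR1*, the retinoblastoma homolog (exact test, adjusted p = 0.135), and of 35 G2/M and mitosis genes it held *CDKB1;1* (adjusted p = 0.408). Neither list passed the threshold. The recombination gene *RAD54* and *TSK*, which is needed for meristem organization, were also members; these were named after the members had been seen. The list tests and the GO analysis of the paper differ in their gene sets and in their background. From the 11 histones and the enriched GO terms, the paper proposes that the clustering picked out genes that are co-expressed in cells of high mitotic activity.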

**Fig. 7.**
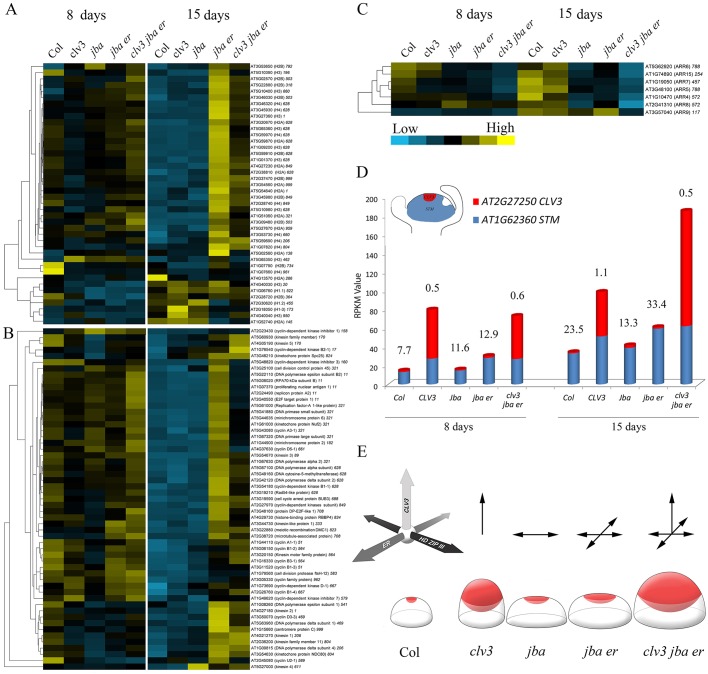
**The differential characteristics of meristems from** **CLV3, HD-ZIP III and ER pathway mutants.** (A-C) Heat maps of expression levels of (A) histones (Table S3), (B) cell cycle genes (Table S4) and (C) *ARR* genes in meristems of the five genotypes from 8-day-old and 15-day-old seedlings (all color-coding as in C). (D) RPKM values of *STM* (blue) and *CLV3* (red) genes. The RPKM value of *STM* divided by that of *CLV3* is indicated above each bar. (E) Model for differential regulation of meristem structure by the CLV3, HD-ZIP III and ER pathways. We propose that *CLV3* restricts meristem expansion along the apical-basal axis, whereas the HD-ZIP III and ER pathways restrict meristem expansion laterally, but in distinct and possibly perpendicular orientations. Mutants with a reduction in one, two or all three pathways exhibit meristem expansion accordingly.

Three distinct patterns were evident in the heat map (Fig. 7A). First, the differential expression patterns of all histones between the two time points. Second, a group of seven histones at the lowest part of the heat map exhibits an expression pattern opposite to that of the other histones. Accordingly, their relative expression level is low in the 8-day-old meristems and high in the 15-day-old meristems. Interestingly, the three genes encoding histone H1, which links nucleosomes into higher order structures, appear in this group. 

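The 3 genes of linker histone H1 were assigned to 3 different clusters. *H1.1* was in cluster 522 (30 genes), *H1.2* in cluster 455 (29 genes) and *H1.3*, a stress-inducible H1, in cluster 173 (36 genes). The other genes drawn in the lowest part of Fig. 7A were likewise separate: *HTR4* was in cluster 20, *HTR5* in cluster 950, *HTB3* in cluster 364 and *HTA9*, an H2A.Z gene, in cluster 145. The 7 genes therefore occupied 7 clusters, and 0 of them shared a cluster with another histone gene. *HTR4* and *HTR5*, which both encode the replacement histone H3.3, are neighbors on chromosome 4, from 18555532 to 18557106 and from 18557149 to 18558945. With 1000 clusters, genes of a broadly similar pattern can fall in different clusters, and a cluster number does not give the direction of a change with age.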

Third, the remarkable differential expression between genotypes in the 15-day-old meristems. The highest relative expression level is observed in *jba-1D/+ er-20* meristems, indicating high mitotic activity, and implying that *jba-1D/+ er-20* meristems have an enlarged PZ with high cell proliferation rates. Alternatively, a change in the ratio between meristem and leaf primordium numbers, where a high rate of cell division takes place, could also explain this high mitotic activity. However, the SEM images of 8-day-old seedlings reveal, for example, that *jba-1D/+ er-20* has four primordia (Fig. 2D) and that *clv3-2* at 15 days has three young primordia surrounding a small meristem (Fig. 2L), suggesting a high ratio of primordia cells to meristem cells. Yet, both *jba-1D/+ er-20* at 8 days and *clv3-2* at 15 days exhibit relatively low expression of histones and cell cycle genes. The high ratio of leaf primordia to meristem in *clv3-2* at 15 days as compared with *jba-1D/+ er-20* is also clearly demonstrated in all the sections (Fig. S3B,E,F). Therefore, we believe that the relatively high expression of histones and cell cycle genes observed in *jba-1D/+ er-20* is due to an increase in the number of meristematic cells and not to an increase in the ratio of primordia to meristem. 

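Genes of DNA replication and of mitosis each formed groups within a few clusters. Of 39 DNA replication genes, 10 were in cluster 321 (51 genes): *MCM3*, *MCM4*, *MCM6* and *MCM7* of the replicative helicase, *CDC45*, *ORC3*, *POLA2*, *POLA3*, *POLA4* and the A-type cyclin gene *CYCA3;1* (expected 0.0768, Fisher's exact test, adjusted p = 6.30e-15 over 30000 pairs of a list and a cluster). A further 5, *PCNA1*, *MCM5*, *DPB2*, *RPA70B* and *RPA2A*, were in cluster 11 (46 genes, exact test, adjusted p = 4.68e-05). *NUF2*, of the G2/M and mitosis list, was in cluster 321 as well. The B-type cyclin genes *CYCB1;1*, *CYCB1;2* and *CYCB3;1* shared cluster 564 (45 genes) with the cytokinesis genes *KN* and *HIK* and the spindle checkpoint gene *BUBR1* (6 of 35 genes, exact test, adjusted p = 3.05e-07). *CYCB2;2*, *CYCB2;4*, *TPX2* and *EDE1*, the last pair being microtubule-associated proteins, shared cluster 821 (16 genes, exact test, adjusted p = 3.78e-05). Over whole lists, the DNA replication genes formed 60 pairs within a cluster against 1.67 expected, and the G2/M and mitosis genes 22 against 1.34. These pairs came from 22 of the 39 and 12 of the 35 genes, and the others shared no cluster with a gene of their list. For both, the permutation test gave p = 1e-05, the smallest that 100000 random sets can give (adjusted p = 0.0001). The 9 G1/S regulators were in 9 clusters and the 7 CDK inhibitor genes in 7, with 0.0813 and 0.0474 pairs expected. *CYCD3;1*, a D-type cyclin gene, was in cluster 638 (50 genes). The paper draws cell cycle genes in Fig. 7B, and the lists were written after the figures had been seen. The tests of these lists are therefore no independent evidence of the grouping. These assignments do not tell in which genotype the genes of a cluster were highest.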

The expression pattern of cell cycle genes provides additional support for the low mitotic activity in Col-0, *clv3* and *jba-1D/+*, and for the moderate and high mitotic activity in *clv3-2 jba-1D/+ er-20* and *jba-1D/+ er-20* meristems, respectively (Fig. 7B, Table S4). These analyses demonstrate that adding *er* to *jba-1D/+* leads to an increase in mitotic activity at the meristem. Furthermore, our analysis reveals that Col-0 and *jba-1D/+* exhibit similar expression patterns of stem cell genes (Fig. 6C) and mitotic marker genes (Fig. 7B) in both 8- and 15-day-old meristems, suggesting that the increase in meristem size in *jba-1D/+* is proportional for all zones.

Another interesting pattern of meristem-related gene expression was that of the TYPE-A RESPONSE REGULATOR genes *ARR5*, *ARR6*, *ARR7* and *ARR15* (Fig. 7C), which are negative regulators of cytokinin signaling and meristem size, and are directly repressed by WUS (Leibfried et al., 2005). The triple-mutant meristems showed the lowest level of expression at both time points (GEO accession GSE79839) and the general expression pattern of the *ARR* genes resembled that of the three HD-ZIP III and *ZPR1* genes (Fig. 6A), with lowest expression in mutants of the *jba-1D/+* background. 

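Cluster 788 held 46 genes. Among them were *ZPR1* and *ZPR4*, which encode small proteins that bind HD-ZIP III factors, *ARR5* and *ARR6*, the auxin influx carrier gene *LAX3* and *STY1*, a regulator of auxin biosynthesis. None of the 5 HD-ZIP III genes was a member. The 2 of 4 *ZPR* genes compare with 0.00711 expected (Fisher's exact test, adjusted p = 0.000555 over the 30 lists), and the 2 of 10 type-A *ARR* genes with 0.0178 expected (adjusted p = 0.00207). Adjusted over all 30000 pairs of a list and a cluster, these p-values are 0.0347 for the *ZPR* genes and 0.180 for the *ARR* genes. *ZPR4* is annotated as a non-coding RNA gene in TAIR10.1. Against protein-coding genes alone it drops out, and the *ZPR* list no longer passes the threshold (exact test, adjusted p = 0.0755). The other *ZPR* genes were in cluster 537 (*ZPR2*) and cluster 192 (*ZPR3*). *ARR7* was in cluster 457 and *ARR15* in cluster 254, so the 4 *ARR* genes of Fig. 7C occupied 3 clusters. *ARR4* and *ARR8* shared cluster 572. Cluster 788 was singled out in the paper on these same libraries, and the tests are no independent evidence of the grouping.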

In the *k*-means analysis, *ARR5* and *ARR6* were assigned to cluster 788 together with *ZPR1* and *ZPR4* (GEO accession GSE79839), suggesting a link between HD-ZIP III, *ZPR* and *ARR* genes.

The SHOOT MERISTEMLESS (STM) TF functions in the meristem to prevent the premature incorporation of cells into differentiation pathways. Accordingly, it is expressed in both the CZ and PZ of the meristem and repressed in organ primordia (Gallois et al., 2002; Long et al., 1996). To further investigate the ratio between domains in the meristem, we looked at the ratio of expression levels of the meristematic cell marker *STM* (Geier et al., 2008) and the stem cell marker *CLV3* (Fig. 7D). When dividing the *STM* RPKM value by that of *CLV3*, genotypes with the *clv3-2* background show the lowest ratio at both time points, implying that these meristems harbor a higher proportion of stem cells than wild-type meristem, whereas *jba-1D/+ er-20* exhibits the highest ratio, implying that its meristem harbors a high proportion of meristematic cells. Similar results were obtained in RT-qPCR validation experiments (Fig. S7), consistent with a previous report that *jba-1D/+ er-20* exhibits higher *STM* expression levels than *jba-1D/+* (Mandel et al., 2014). This demonstrates the effect of *er* on *jba-1D/+*, i.e. that of promoting an increase in the meristematic cell population, which exhibits increased mitotic activity. It also suggests that the relatively high expression of histones and cell cycle genes in *jba-1D/+ er-20* is the result of an increase in the meristematic cell population and not of leaf primordia. Altogether, the ratios between *STM* and *CLV3* expression values support our conclusions from the phenotypic and mRNA-Seq analyses regarding meristem organization.

## DISCUSSION

During plant development, the stem cells in the SAM proliferate indeterminately to continuously produce organs, yet the SAM is restricted to a very small and stable dome-shaped structure. In this study, we show that CLV3, HD-ZIP III and ER restrict meristem expansion in distinct directions and affect different aspects of meristem function, thereby regulating meristem size, organization and morphology. Removing all three pathways enhances the gradual temporal shift in meristem homeostasis seen with the removal of only one or two pathways. We also explicitly demonstrate that meristem size and organization determine the phyllotaxis pattern.

It is well established that auxin maxima determine primordium initiation sites at the SAM periphery, and that new auxin maxima can be formed only at a certain minimal distance from existing primordia (Lohmann et al., 2010; Reinhardt et al., 2003; Sassi and Vernoux, 2013). Moreover, it was shown that the L1 layer of the SAM serves as a conduit for auxin transport and that the phyllotactic patterns form on the surface of the SAM (Kierzkowski et al., 2013; Smith et al., 2006). Our results support this idea. For example, *clv3* 8-day-old SAM exhibits a similar width to Col-0 SAM but is taller and more convex, resulting in an increased SAM surface. This allows two leaf primordia to develop simultaneously opposite to each other at the two farthest sites, resulting in a decussate phyllotaxis. Our mRNA-Seq analysis reveals that the ratio between zones in *clv3* meristems is altered toward increased CZ due to an increase in the stem cell population. This is consistent with a computer simulation demonstrating that a shift to a decussate pattern requires a decrease in the peripheral width and an increase in the CZ (Smith et al., 2006).

Loss of all *ER* family genes leads to a flattened meristem with lateral expansion of the *WUS* expression domain (Chen et al., 2013; Uchida et al., 2013). Longitudinal sections of GUS analysis in *jba-1D/+* seedlings also show lateral expansion of the *WUS* domain (Williams et al., 2005), indicating that the ER and HD-ZIP III pathways restrict the expression of *WUS* in cells flanking the OC. However, by analyzing the expression pattern in 2D sections, we cannot determine whether the *WUS* domain expands laterally or radially. Nevertheless, our two-orientation sectioning analysis of *jba-1D/+* indicates that in one orientation the meristem is narrow compared with the perpendicular orientation, suggesting that the *WUS* domain expands laterally. The phenotypic analysis demonstrates that both ER and HD-ZIP III restrict meristem expansion laterally, and therefore a reduction in their function leads to elongated meristems. However, when *jba-1D/+* and *er-20* are combined, both in the *jba-1D/+ er-20* double mutant and the *clv3-2 jba-1D/+ er-20* triple mutant, the meristems are much larger and isodiametric, suggesting expansion in two perpendicular lateral directions. When *clv3* is added to the *jba-1D/+ er-20* mutant, further expansion in the apical-basal axis makes the meristem more cylindrical, indicating expansion in all directions (Fig. 7E).

If members of the HD-ZIP III restrict meristem expansion in a specific lateral direction that differs from the direction of restriction by ER, how are these directions determined and established in the dome-shaped meristem? In *Arabidopsis*, after germination the SAM is a flattened bilaterally symmetric structure, which changes after day 7 to a radially symmetrical dome (Bowman, 1994; Medford et al., 1992). We hypothesize that the lateral directional restrictions by HD-ZIP III and ER are determined during embryo development at the onset of bilateral symmetry formation, simultaneously with cotyledon formation. Once the axes of regulation are established they are stable, regardless of the formation of the radially symmetrical dome-shaped meristem. Although our differential sectioning analysis associates the expansion direction with the cotyledon growth direction, further research is required to test this hypothesis.

The SAM is a small, complex structure composed of many cell types, each expressing a specific set of genes. Revealing the spatiotemporal gene expression patterns at the SAM can provide a better understanding of cell fate specification and of cellular processes at the level of particular cell types. Several methods have been applied to identify cell type-specific gene expression in the SAM, including laser microdissection (Brooks et al., 2009; Ohtsu et al., 2007), fluorescence-activated cell sorting (Yadav et al., 2009) and isolation of nuclei tagged in specific cell types (Deal and Henikoff, 2010). Our mRNA-Seq and *k-*means analyses of meristem-enriched tissue assigned many groups of genes that are known to be co-expressed to the same clusters. Thus, the strategy of using different genetic backgrounds combined with a comparative analysis of mRNA-Seq data provides a sensitive approach for the identification of co-regulated genes expressed at low level in an embedded small structure such as the shoot apex. 

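Of the 30 gene lists, 14 had more pairs of genes within a cluster than random gene sets at an adjusted p under 0.05, and 16 did not pass. Beside the HD-ZIP III, DNA replication and mitosis genes, the lists that passed were the *ZPR* genes (permutation test, adjusted p = 0.0325), KNOX and boundary genes (0.00116), floral transition genes (0.00024), floral organ identity genes (0.000225), type-A *ARR* genes (0.0115), both histone lists (0.0001 and 0.0109), photosynthesis genes (0.042), stomatal lineage genes (0.0101), vascular genes (0.048) and circadian clock genes (0.00825). For HD-ZIP III, *ZPR*, type-A *ARR* and histone genes the paper had already shown a common pattern or cluster in these libraries, and it draws cell cycle genes in Fig. 7B, so the calls of these lists are no independent evidence of co-expression. The floral transition, floral organ identity and clock lists lost their calls without clusters of over 100 genes, and the *ZPR* list against protein-coding genes alone (permutation test, adjusted p = 1.0 each). Floral organ identity genes gave 6 pairs, all from *AP3*, *PI*, *SEP1* and *SEP2* in cluster 138, the largest of the clusters with 393 genes. Of 7 pairs among floral transition genes, most came from *FUL*, *LFY*, *SPL4* and *SPL5* in cluster 785 (103 genes, Fisher's exact test, adjusted p = 0.00134 over 30000 pairs of a list and a cluster). Several groups of meristem regulators gave 0 pairs. Few were expected of random genes as well, from 0.0474 pairs (type-B *ARR* genes) to 0.429 (leaf primordium genes). Their 0 pairs therefore do not show that these genes differ in pattern. The 17 genes of the CLV-WUS pathway were in 17 clusters, the 8 of the ERECTA pathway in 8, the 20 leaf primordium genes in 20, the 20 genes of cytokinin metabolism and reception in 20 and the 7 type-B *ARR* genes in 7. The *MIR165* and *MIR166*, epidermis, salicylic acid defence and heat shock genes likewise gave 0 pairs, as did the G1/S and CDK inhibitor genes. A single pair was found among 31 auxin genes (permutation test, adjusted p = 1.0), among trichome genes (0.0889), gibberellin metabolism genes (0.0662), jasmonate and wounding genes (0.282) and rapid stress response genes (0.303). In all, 17 of 30000 pairs of a list and a cluster passed the threshold in Fisher's exact test. The tests compare genes over the same 10 libraries. The pools included leaf primordia beside meristems, and the cluster numbers do not separate these tissues. From the assignment of genes known to be co-expressed to the same clusters, the paper concludes that comparing genetic backgrounds identifies co-regulated genes of a small embedded structure.

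**Figure D2:**
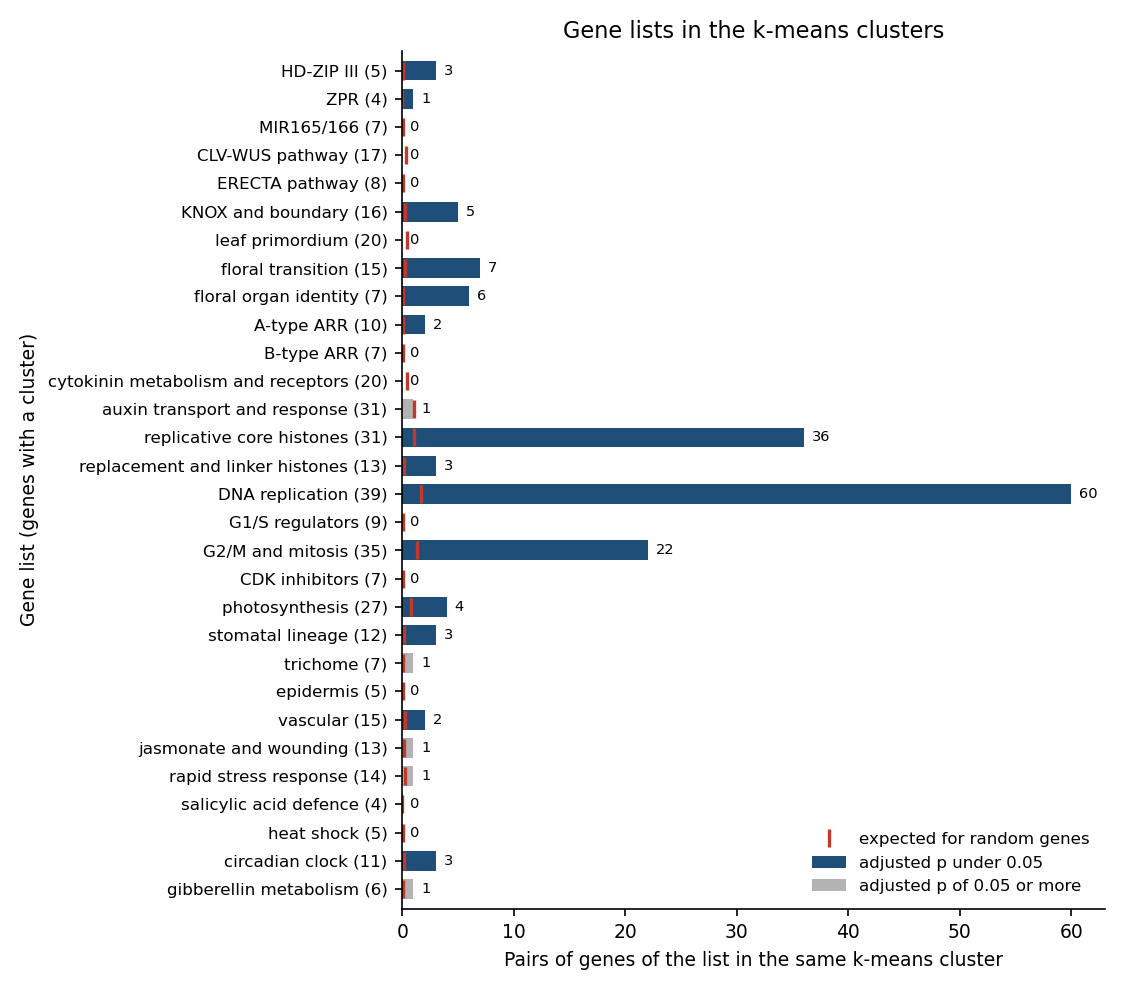
Number of gene pairs within the same k-means cluster (bars, horizontal axis) for each of the 30 gene lists, with the number of genes of the list that have a cluster in parentheses. Red marks give the number expected for random genes, blue bars have an adjusted p under 0.05 and gray bars do not. The DNA replication list has the most pairs, 60.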

Our data will serve as a useful resource to dissect spatial regulatory pathways and for the identification of genes acting in the same process or complex, as well as for the construction of gene networks acting in the SAM.

## MATERIALS AND METHODS

### Growth conditions and plant materials

The plant materials used in this study were *Arabidopsis thaliana* Columbia (Col-0), *jabba-1D* (*jba-1D*) (Williams et al., 2005), *clavata3-2* (*clv3-2*) (Clark et al., 1995) and *erecta-20* (*er-20*) (Mandel et al., 2014). Plants were grown under long-day (16 h light/8 h dark) or short-day (8 h light/16 h dark) conditions at 18-22°C in soil or on Murashige and Skoog (MS) plates.

### Microscopy and histology

Whole-plant images were captured using an Olympus SZX7 stereomicroscope. Images of transverse sections were captured using an Olympus IX8 Cell-R inverted microscope. SEM was performed by fixing tissue in methanol as described previously (Talbot and White, 2013) for examination in a JEOL 5410 LV scanning electron microscope. For histological analyses, seedlings were fixed in 4% formaldehyde fixative with 50% ethanol and 5% glacial acetic acid, vacuum infiltration, dehydrated, embedded in paraffin wax, sectioned at 8 μm thickness and stained with Toluidine Blue. SAM images were measured using ImageJ software (NIH). Statistical analysis of all measurements was performed using the non-parametric multi-comparison Steel-Dwass test due to unequal variance between the different genotypes using JMP 12 software (SAS).

### Micro-CT analysis

Seedlings were fixed by formaldehyde-acetic acid vacuum infiltration and dehydrated using an ethanol series. Seedlings in 100% ethanol were then soaked in 2% potassium iodide (IKI) and were scanned using the Micro XCT 400 system (XRadia). Movies of reconstructed serial longitudinal sections (RCS) were made manually.

### Differential expression analysis by mRNA-Seq

SAM-enriched tissues from 8- and 15-day-old seedlings were collected as described in Fig. S6 (each sample comprised 45-50 meristems), and were immediately frozen in liquid nitrogen. Total RNA was isolated using the RNeasy Mini Kit (Qiagen) and used to prepare ten libraries using the TruSeq-RNA Kit (Illumina). Single-end sequencing was performed by multiplexing the libraries in an Illumina HiSeq 2500 system at the Technion Genome Center (Israel). The reads (an average of 40 M per sample at 51 nucleotides long) were quality filtered and trimmed using Trimmomatic 0.32 (see the supplementary Materials and Methods) and then aligned to the TAIR10 version (https://www.arabidopsis.org/) using TopHat v.2.0.12 and Bowtie2 v.2.1.0 (supplementary Materials and Methods). The resulting alignments (Table S2) were quantified with Cuffdiff v.2.2.1 (supplementary Materials and Methods). The gene expression levels (RPKM) were subjected to *k*-means clustering using Gene Cluster 3.0 (de Hoon et al., 2004), with *k=*1000, and ‘correlation (centered)' as the similarity metric. Heat maps of selected genes were visualized using Java Treeview 3.0 as described in the supplementary Materials and Methods.

### Gene ontology analysis

Selected genes were subjected to gene ontology (GO) analysis using the agriGO online tool available at http://bioinfo.cau.edu.cn/agriGO/index.php, selecting the *Arabidopsis thaliana* TAIR10 genome annotation as the background reference, hypergeometric statistical tests with Bonferroni correction, and *P*≤0.05 (Du et al., 2010).

How the deposited data were processed for this re-analysis (not part of the article)

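The data are mRNA-Seq of shoot meristem-enriched tissue from 5 genotypes of Arabidopsis at 8 and 15 days of growth, with 1 library for each of the 10 conditions. The authors trimmed single-end reads with Trimmomatic 0.32, aligned them to TAIR10 with TopHat2 2.0.12 and Bowtie2 2.1.0 and quantified genes with Cuffdiff 2.2.1. These versions are those of the paper and of the submitters' processing notes. The authors then clustered the genes by k-means with 1000 clusters, using Gene Cluster with centered correlation on the levels over all libraries. The deposited table gives a cluster number for each of 25883 of its 33851 genes. A cluster number is a label and not a quantity. It carries neither the size nor the direction of a change, and centered correlation ignores the level of a gene.

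The table also holds 10 columns of values per sample whose headings match no sample. None of these columns was used in any step. Tests of genotype and age on expression levels, the correlation of genes with CLV3, the ratio of STM to CLV3 and a repeat of the clustering had been planned, but they need these values and were not run. The depth of each library was therefore not analysed here, and no interval for counting error is given. The paper gives an average read number per library in its text. A gene of low level has a noisy profile over 10 libraries, and its cluster is less certain than that of an abundant gene. This could not be weighed without the values.

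Of the tests reported, the member counts of clusters 687 and 628 and the Fisher's exact tests of gene lists in cluster 628 had been set before the data were examined. Every other test was added afterwards. The genes named are those named in the paper and the members of the 30 gene lists, together with genes next to MIR166g and members of single clusters that were chosen after the clusters had been seen. The lists were written from general knowledge after the figures of the paper had been read. Genes of Fig. 6C and the lowest part of Fig. 7A were read from the figures and were only counted.

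For each list, pairs of genes in the same cluster were compared with 100000 random sets of clustered genes of the same size in a one-sided permutation test, with Benjamini-Hochberg adjustment over 30 lists. The smallest p this can give is 1e-05. The members of a list in a cluster were tested by a two-sided Fisher's exact test against all 25883 clustered genes. Adjustment was over the 30 lists for a cluster discussed in the paper and over 30000 pairs of a list and a cluster otherwise. The threshold was an adjusted p of 0.05. Pairs between 2 lists were compared with random sets of genes in place of the first list, adjusted over 870 ordered pairs of lists. Genes are not independent replicates, and genes of a list that are copies of each other can share a cluster for that reason.

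The locus identifiers matched a TAIR10.1 gene for 31334 of the 33851 genes and for 25171 of the 25883 clustered genes. Positions, exons and gene types were taken from TAIR10.1, since the table carries no coordinates, and the authors' annotation was TAIR10. Each cluster was scanned in windows of 2 Mb moved by 1 Mb, with a binomial p for each window. The lowest p of a cluster was compared with 1000 permutations of the cluster numbers over genes, which allow for all clusters and windows, and for single clusters with 10000 random gene sets. Near-identical copies were pairs of transcripts with at least 95 percent identity over at least 51 nucleotides, the read length, found with BLAST 2.17.0. The miR166g sites were the best ungapped matches of its reverse complement in the transcripts. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9.

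The tests were checked on simulated data, in which the cluster numbers of the 25883 genes were shuffled. The cluster sizes were thus real, but any likeness of neighbors or gene families was removed. Of 200 simulated lists of 15 genes, 20 had 4 members planted in one cluster. All 20 passed the threshold in the test of pairs and in Fisher's exact test, and 0 of the 180 other lists did. No members were planted in clusters of over 100 genes. Smaller groups, such as the 2 *ZPR* genes that share a cluster, were not simulated either, so the check does not cover such calls. For the scan over 25171 genes with a position, 10 genes were planted in a window of 2 Mb for a different randomly chosen cluster in each of 100 runs. A fixed limit on the binomial p was used there, and not the permutation p over all clusters. The planted window or one next to it was found in 100 of 100 runs. Clusters of over 100 genes and windows with few genes were left out of the planting, so the check does not cover them. Before planting, the chosen cluster passed the same limit in 0 runs, and the other clusters of a run were not counted. Alternatives chosen after seeing the data were a background of protein-coding genes, leaving out clusters of over 100 genes, counting near-identical copies once, windows of 3 Mb, and counting neighbors within 20 kb once.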

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

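All tests in this part were chosen after the clusters had been examined, and the outcome expected for pairs of distant genes was set before that test was run. Each result is a grouping of genes that the paper's text does not discuss and that exceeds the number expected by chance.

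Cell cycle genes gave 4 such groups. They were 10 DNA replication genes in cluster 321, 5 in cluster 11, 6 G2/M and mitosis genes in cluster 564 and 4 in cluster 821. The paper draws cell cycle genes in Fig. 7B, so these groups are no independent evidence of co-expression. Floral genes gave 2 more, 4 floral transition genes in cluster 785 and 4 floral organ identity genes in cluster 138.

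Members of some clusters lay close together on a chromosome. Cluster 426 had 14 of its 32 genes with a position between 9 and 11 Mb on chromosome 3, against 0.544 expected (permutation test over all clusters and windows, p = 0.001, the smallest 1000 permutations can give). In the same window lay 9 of 70 genes of cluster 687 (1.19 expected, permutation p = 0.099) and 6 of 25 genes of cluster 151 (0.425 expected, p = 0.1), neither of which passes the threshold in that test. Taken singly, their p was 0.0002 and 0.0003. Elsewhere, cluster 966 had 9 of 192 genes at 3 to 5 Mb of chromosome 4 (0.603 expected, permutation p = 0.001). Cluster 225 had 10 of 82 at 9 to 11 Mb of chromosome 5 (0.860 expected, permutation p = 0.001). Cluster 844, which holds *KNAT1*, had 9 of 82 genes at 13 to 15 Mb of chromosome 5 (permutation p = 0.001), cluster 108 had 5 of 17 at 3 to 5 Mb of chromosome 2 (p = 0.003) and cluster 286 had 12 of 296 at 4 to 6 Mb of chromosome 2 (p = 0.004). The window on chromosome 3 holds neither *CLV3* and *ER*, which are on chromosome 2, nor *MIR166g*, which is on chromosome 5.

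Reads shared between neighbors or copies were examined by counting neighbors within 20 kb and near-identical copies once. Cluster 426 then kept 11 of 29 genes at 9 to 11 Mb of chromosome 3 against 0.490 expected (binomial test, p = 8.35e-13). For cluster 426 this argues against such reads as the whole cause. Cluster 687 taken singly kept p = 0.0008 (permutation test). Its concentration had not passed over all clusters and windows, so for cluster 687 this decides nothing. A chromosome segment of another strain, carried by part of the genotypes, may give its genes a common pattern: pairs of protein-coding genes over 100 kb apart in this window, in clusters of at most 100 genes, shared a cluster 169 times against 79.3 expected, a ratio of 2.13. This explanation stays open, since 3 of 104 windows outside 7 to 13 Mb of chromosome 3 reached that ratio. Among them were 9 to 11 Mb of chromosome 5 (2.40, from 62 pairs against 25.8 expected) and the highest, 3.03, from 11 pairs. Beside the window on chromosome 3, those from 10 to 12 Mb (2.41, from 60 pairs) and from 11 to 13 Mb (2.65, from 6 pairs) reached it too. A count of concentrated clusters made earlier gave 4 in this window and 7 in the one from 8 to 10 Mb, against at most 5 elsewhere and 5 in 200 permutations. Silent genes near the detection limit also stay open, because 79.3% of the 29 members of the 3 clusters in the window were protein-coding, most of them yet fewer than the 92.3% of all clustered genes there. Among protein-coding genes alone, the window held 8 genes of cluster 687 against 0.955 expected, 10 of cluster 426 against 0.452 and 5 of cluster 151 against 0.369. Pseudogenes and non-coding genes thus do not make up the concentration, but the type of a gene does not give its level. The genotype as a biological source was not tested, since it needs the values of the libraries.

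Genes that overlap on opposite strands shared a cluster in 68 of 2880 neighboring pairs (2.36%), against 31 of 4481 pairs (0.692%) lying up to 1 kb apart on opposite strands, near-identical copies left out. Reads counted for both genes of an overlap may be a source (odds ratio 3.47, Fisher's exact test, two-sided, p = 2.45e-09), but overlapping genes on the same strand shared a cluster in 3 of 324 pairs (0.926%), with no difference past the threshold from same-strand pairs up to 1 kb apart (p = 0.477) or from overlapping pairs on opposite strands (p = 0.111) in the same exact test, so this stays open. Near-identical copies next to each other are argued against as the whole cause, since without them 0.670% of pairs up to 1 kb apart shared a cluster, against 0.226% of random pairs (binomial test, p = 1.44e-15). Neighbors on the same strand over 1 kb apart shared a cluster in 1.09% of 5780 pairs, which overlap cannot account for. Common regulation of neighbors was not tested and stays open.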

How the results depend on the processing

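The alternatives reported here were all chosen after the data were examined, because the 59 alternatives set earlier concern expression values and were not run. Of 119 values recomputed for 40 results, 112 stayed on the same side of the threshold or, where the result is a count, close to the main count. Some of these could barely move, such as those of lists without near-identical copies when copies were counted once. Of the 30 lists, 6 changed side under at least 1 alternative in the permutation test of pairs. With a background of protein-coding genes, the *ZPR* genes in cluster 788 moved to an adjusted p of 0.0755 in Fisher's exact test because *ZPR4*, annotated as non-coding, leaves the list, and their single pair was lost as well (adjusted p = 1.0). Without clusters of over 100 genes, the floral transition, floral organ identity and circadian clock lists lost their calls because clusters 138 and 785 are removed, and the trichome and gibberellin lists passed at 0.0494. The number of lists with more pairs than chance was 14, and 13, 14 and 13 with protein-coding genes, with copies counted once and without large clusters. In cluster 628, 3 lists passed the threshold under each of these 3 alternatives. The concentration of clusters 687, 426 and 151 on chromosome 3, each taken singly, had p from 0.0001, the smallest possible, to 0.0011. The start of the *k*-means, the number of clusters and the depth of the libraries were not varied.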

Other observations

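The tests in this part were chosen after the clusters had been examined, apart from the gene lists themselves. Genes of the stomatal lineage shared cluster 638 (50 genes). The receptor-like protein gene *TMM*, the secreted peptide gene *EPF2*, which acts through the ERECTA family, and the polarity gene *POLAR* were there, 3 of 12 genes on the list against 0.0232 expected (Fisher's exact test, adjusted p = 0.00491 over 30000 pairs of a list and a cluster). The D-type cyclin gene *CYCD3;1* was in the same cluster. Organ boundary genes formed small groups: *LOF1*, *PNY* and *LSH3* were in cluster 0 (51 genes, exact test, adjusted p = 0.00991), while *CUC2* and *LSH4* in cluster 941 (adjusted p = 0.444) and *CUC3* and *BOP1* in cluster 937 (adjusted p = 0.348) did not pass. *EPFL4*, another ligand of ERECTA, was in cluster 941 as well.

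Pairs with related roles were also found among other lists. *GA20OX2* and *GA2OX2*, which make and inactivate gibberellin, shared cluster 187 (18 genes, exact test, adjusted p = 0.0147). The trichome regulators *GL1* and *TRY*, an activator and an inhibitor, shared cluster 679 (17 genes, exact test, adjusted p = 0.0170). Each was the single pair of its list, and neither list passed the permutation test of pairs (adjusted p = 0.0662 and 0.0889). *LHCA2* and *PSAF* of photosystem I were the 2 genes of cluster 353 (exact test, adjusted p = 0.00393). Of the vascular genes, the secondary wall cellulose synthase genes *CESA4* and *CESA7* shared cluster 122 (exact test, adjusted p = 0.0716), and *TMO5* and *PXY* shared cluster 632 with the receptor kinase gene *BAM3* (adjusted p = 0.160), which did not pass.

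*KPL*, the neighbor of *MIR166g*, was the 1 gene of 13 within 20 kb that shared its cluster, which was noticed after the members of the cluster had been seen, so no p is given for it. Neighbors of its kind, on the same strand and over 1 kb apart, shared a cluster in 1.09% of pairs, against 0.226% of random pairs. The paper's text does not mention *KPL*, and its level in the *jba-1D/+* genotypes was not analysed here.

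The clock genes *CCA1*, *LHY* and *RVE8* were in cluster 138 with the floral genes *AP1*, *CAL*, *AP3* and *PI*, and *PRR9* was in cluster 785 with *LFY* and *FUL*. The large size of cluster 138 may be a source and stays open. Against random sets of 11 genes, the clock genes formed 13 pairs with floral organ identity genes, with 0.752 expected (permutation test, adjusted p = 0.00261 over 870 ordered pairs of lists). With floral transition genes the clock genes formed 10 pairs, with 0.732 expected (permutation test, adjusted p = 0.00633 over 870 ordered pairs of lists). In cluster 138 these pairs all come from *CCA1*, *LHY* and *RVE8*, each counted with every floral gene there. The random sets were of genes drawn independently, and the overlap had been seen before the test was set. The permutation test therefore cannot decide whether the size of the cluster is the cause. The clock list itself lost its call without clusters of over 100 genes, which removes both clusters (adjusted p = 1.0), and its genes in cluster 138 did not pass over 30000 pairs of a list and a cluster (exact test, adjusted p = 0.524). Libraries collected at different times of day may be a source: of 11 further genes of the *LNK* and *RVE* families, *LNK1*, *LNK3* and *RVE3* were in these 2 clusters, against 0.211 expected (Fisher's exact test, two-sided, p = 0.00103). These 3 genes had been seen in the clusters before the families were chosen, so that test settles nothing, and time of day cannot be told apart from age or genotype, which were not tested, without the values of the libraries.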
